A study of Mus musculus with 9 samples.

How the data were processed

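RNA was profiled in primary myoblasts of the mdx mouse strain at passage 1, in 9 libraries, of which 3 came from cells given 0.2 mM glycine and 6 from cells given 0.8 mM glycine. Per the labels' protocols, total RNA was extracted with Trizol and libraries were made with an Illumina TruSeq RNA kit. Per the submitters' processing notes, the authors used HISAT2 2.0.5, StringTie 1.3.3 and DESeq2 with the mm10 build, in an order and with settings not given in the sources used here. HISAT2 is a read aligner, and StringTie assembles and quantifies transcripts. The annotation release and the use of strand are not given in the sources used here.

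The authors deposited 1 table of TPM, a measure of transcript abundance, for 53715 gene IDs in the 9 libraries. TPM divides the reads of a gene by its length and scales each library to a common sum, so a very abundant RNA lowers the value of every other gene in its library. The columns of all 9 libraries had nearly that same sum. TPM keeps no record of the number of reads, so the depth of each library is unknown and no interval that needs it is given. The precision of a value was taken from the spread between libraries. No pair of libraries held identical values. Each of 8 genes in general use by cells, such as Gapdh and Polr2a, was above 0 in every library.

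Gene positions, symbols and exon overlaps came from GENCODE mouse release M21 on GRCm38, the assembly that mm10 denotes. Of the IDs, 51464 matched with their version and 53620 without it. Symbols listed for more than 1 ID numbered 59.

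Because TPM are not counts, the test was limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with lmFit and eBayes with a mean-variance trend, two-sided, over all 9 libraries and with no further scaling. Genes were kept where at least 3 libraries had at least 1 TPM, which left 10049. A gene passed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(TPM + 1) scale, 0.8 mM minus 0.2 mM, and understate the change of genes with low TPM. Library measures were compared by two-sided exact permutation tests, whose smallest possible p is 0.0238 over the 84 splits of the 9 libraries into 3 and 6.

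Before the data were examined, the samples' groups, the tests, 41 gene lists, the rule for named genes and most alternatives were fixed. Lists with at least 5 measured members were tested with camera of limma, which asks whether a list differs from all other genes, at a preset correlation between genes of 0.01. Camera with an estimated correlation and the rotation test fry were run beside it, with adjustment over the 38 lists tested. The rule named the 10 genes with the largest rise and the 10 with the largest fall among genes that passed, had a mean of at least 5 TPM and had no overlap between the groups' values. Genes without a symbol, predicted genes and pseudogenes were left out, and 2 genes with a clone name were passed over among the rises. The rule also named up to 4 members with the smallest p of each list described, and 15 genes given whatever their result. Those 15 were Phgdh, Psat1, Shmt1, Shmt2, Mthfd2, Gldc, Slc6a9, Asns, Pax7, Myf5, Myod1, Myog, Mki67, Cdkn1a and Dmd. Genes named outside the rule were chosen after their values were seen, and the text says so. Some genes that the rule named, and a test of the share of muscle cells, are not reported here.

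The gene test was tested on simulated data for this comparison, in 10 simulations of 10049 genes with 200 genes changed in each. It recovered 37.0% of the genes changed by 1.5-fold, 71.6% of those changed by 2-fold and 94.2% of those changed by 4-fold, and called 0.0764% of unchanged genes. In the same simulations camera recovered a list of 30 genes shifted by 0.5 on the log2 scale in 10 of 10 cases and called 0 of 370 unchanged lists, with the preset correlation and with the estimated one. False calls in lists of correlated genes, such as ribosomal proteins with an estimated correlation of 0.423, were not tested by these simulations.

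The alternatives fixed beforehand were pseudocounts of 0.1 and 0.5, no filter on low values, a filter at a mean of 5 TPM, scaling by median ratios, quantile normalization, TPM without mitochondrially encoded genes, eBayes without a trend or with robust variances, library weights, a threshold that also asked for 1.5-fold, each library left out in turn, and the library number as a block. Added after the data were seen were TPM without ribosomal RNA genes or without the 10 most abundant genes, a correction for transcript length and GC content, the 6 libraries of the block without it, and lists without the genes they share with the ATF4 list. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.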

Results

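The transcriptome was measured by RNA sequencing in mouse primary myoblasts, muscle precursor cells that differentiate and fuse into muscle fibres. The cells were of the mdx strain, which carries a mutation in the dystrophin gene, and were at passage 1. They were given 0.2 mM glycine (n = 3 libraries) or 0.8 mM glycine (n = 6 libraries), and the comparison asks how the transcriptome differs between these levels of the amino acid. Values were TPM, and the depth behind them is unknown because TPM keeps no read numbers. Means are given ± SD over the 3 libraries at 0.2 mM and the 6 at 0.8 mM, and "rose" and "fell" describe the step from 0.2 to 0.8 mM. The labels do not say whether the libraries came from separate cultures or animals, so the p-values measure the spread between these samples, which may be technical. The labels also number the libraries as 2 series with 1 glycine level each, so a batch that followed the series cannot be told apart from glycine, and no value within a batch can be given.

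At least 1 TPM was reached by 9082 ± 141 genes at 0.2 mM and by 9383 ± 46.8 genes at 0.8 mM (exact permutation p = 0.0238, the smallest the design allows). Genes above 0 TPM did not differ in number, with 16170 ± 573 at 0.2 mM and 15910 ± 205 at 0.8 mM (exact permutation p = 0.452). A ribosomal RNA gene, Rn18s-rs5 on chromosome 17, was the most abundant RNA, and ribosomal RNA genes with the overlapping Yam1 held 23.1 ± 1.74% of TPM at 0.2 mM and 20.98 ± 1.68% at 0.8 mM (exact permutation p = 0.167). Mitochondrially encoded genes held 3.33 ± 0.333% and 3.38 ± 0.159% (exact permutation p = 0.762). Ribosomal protein genes held 23.3 ± 0.577% at 0.2 mM and 20.7 ± 0.423% at 0.8 mM (exact permutation p = 0.0238). Spearman correlations across genes lay between 0.932 and 0.939 within the 0.2 mM group, between 0.920 and 0.934 within the 0.8 mM group, and between 0.879 and 0.888 for pairs from different groups. The first principal component held 42.2% of the variance and separated the groups.

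At 0.8 mM glycine, genes of muscle differentiation, cholesterol synthesis, mitosis and the respiratory chain rose, and genes of the amino acid response and tRNA charging fell. Of 10049 genes tested, 2669 passed, with 1683 that rose and 986 that fell, and the median size of their change was 0.67 on the log2(TPM + 1) scale. A change of at least 2-fold was reached by 611 of them, 441 upward and 170 downward. The groups did not overlap for 2835 genes, or 28.2% of those tested, where chance gives 2.38%. Among the genes that passed they did not overlap for 2441, or 91.5%. Genes marked below as added were picked out after their values were seen, to name members behind counts of 5 or fewer.

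The largest rise was that of S100a4, a calcium-binding protein gene on chromosome 3 (90603771 to 90606045), from 12.7 ± 3.08 to 241 ± 27.8 TPM, a log2 fold change of 4.16 ± 0.14 (SE, limma adjusted p = 1.53e-08). Cdkn1c, which encodes the cyclin-dependent kinase inhibitor p57 and lies on chromosome 7 (143458339 to 143461050), rose from 11.1 ± 1.19 to 132 ± 24.8 TPM. Gal, the galanin gene, rose from 31.1 ± 1.06 to 284 ± 18.5 TPM. Also among the 10 largest rises were Fdps and Idi1 of sterol synthesis, the fatty acid desaturase gene Scd2, the muscle genes Pgam2 and Ckm, and Gamt, an enzyme of creatine synthesis. Pgam2, the muscle phosphoglycerate mutase, rose from 6.10 ± 1.55 to 47.2 ± 5.08 TPM and Ckm, muscle creatine kinase, from 5.77 ± 0.433 to 43.0 ± 7.51 TPM.

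Rgs1, a regulator of G protein signalling abundant in immune cells, fell most, from 82.8 ± 13.3 to 2.50 ± 0.843 TPM, a log2 fold change of -4.61 ± 0.21 (SE, limma adjusted p = 8.13e-08). It lies on chromosome 1 from 144242296 to 144249242. The receptor genes Il7r and Ccrl2 fell from 28.9 ± 6.04 to 2.21 ± 1.83 TPM and from 65.6 ± 8.96 to 7.10 ± 1.06 TPM. The stress-induced genes Gdf15, Trib3 and Ddit3 fell by 2.89, 2.85 and 2.68 on the log2 scale. Plin2, which coats lipid droplets, fell from 250 ± 20.4 to 35.7 ± 2.80 TPM. The secreted pentraxin gene Ptx3 fell from 1661 ± 255 to 322 ± 140 TPM, Cth, an enzyme of cysteine synthesis, from 16.8 ± 1.27 to 2.26 ± 0.435 TPM, and the metallothionein gene Mt1 from 10454 ± 603 to 2065 ± 460 TPM.

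**Figure D1:**
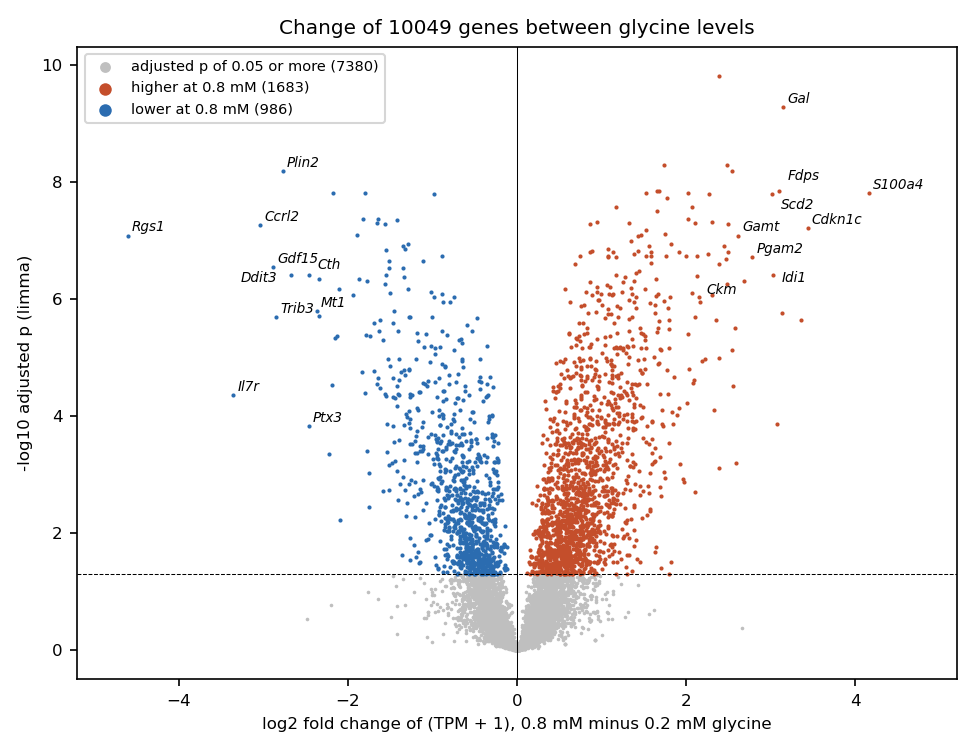
Each point is 1 of 10049 genes, with the log2 fold change of (TPM + 1), 0.8 mM minus 0.2 mM glycine, on the horizontal axis and the negative log10 of the limma adjusted p on the vertical axis. The 1683 genes that rose are red, the 986 that fell are blue, the rest are grey, the dashed line marks an adjusted p of 0.05, and the 19 labelled genes are among the largest rises and falls under the rule for named genes, from S100a4 at 4.16 to Rgs1 at -4.61.

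Several enzymes that make serine and glycine fell. Phgdh, the first enzyme of serine synthesis (chromosome 3, 98313170 to 98339990), fell from 82.5 ± 9.30 to 29.4 ± 2.94 TPM, and Mthfd2, a mitochondrial folate enzyme, from 37.97 ± 3.68 to 12.7 ± 0.942 TPM. Shmt2, which converts serine to glycine in mitochondria, fell from 37.6 ± 5.85 to 16.4 ± 1.82 TPM and Psat1 from 36.6 ± 3.21 to 22.7 ± 1.96 TPM. Among the 19 measured genes of serine and glycine synthesis, glycine cleavage and folate one-carbon metabolism, 0 rose, 6 fell and 13 did not pass, and the 6 also fell when adjusted over the list alone. The list stood below other genes (camera adjusted p = 0.011), with an adjusted p = 0.206 with an estimated correlation and 0.0665 with the library number as a block. Without the 5 genes it shares with the ATF4 list, 1 of the remaining 14 fell and the list no longer passed (adjusted p = 0.797). Shmt1, the cytosolic counterpart of Shmt2, stayed under the filter for tested genes at 0.653 ± 0.194 and 0.809 ± 0.351 TPM, as did Gldc of the glycine cleavage system at 0.140 ± 0.126 and 0.0896 ± 0.0966 TPM.

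The targets of ATF4, a transcription factor active when amino acids are scarce, fell as a group. Of the 35 measured, 29 fell, 1 rose and 5 did not pass, with the same 29 and 1 adjusted over the list alone (median log2 fold change -1.11, camera adjusted p = 1.03e-21). Asns, the asparagine synthetase gene, fell from 67.6 ± 5.32 to 22.2 ± 2.02 TPM, Ddit3 from 171 ± 14.6 to 26.2 ± 4.89 TPM, and Slc3a2, a subunit of amino acid transporters, from 188 ± 13.4 to 74.4 ± 3.32 TPM. The 1 that rose was Pycr1 of proline synthesis, by 0.58 on the log2 scale, an added gene that missed the threshold without 0.2 mM replicate 2 (0.0505). Cytosolic aminoacyl-tRNA synthetases also fell, with 0 that rose, 13 of 20 that fell and 7 that did not pass (camera adjusted p = 1.39e-06), and with 2 that rose and 14 that fell adjusted over the list alone. Sars fell from 167 ± 7.23 to 64.8 ± 4.89 TPM and Nars from 68.6 ± 1.48 to 33.7 ± 2.10 TPM. Without the 6 genes shared with the ATF4 list, 7 of 14 synthetases fell (adjusted p = 0.00433, and adjusted p = 0.0571 with an estimated correlation).

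Among 14 neutral amino acid transporters, 5 fell, 1 rose and 8 did not pass, the same adjusted over the list alone (camera adjusted p = 0.00424, adjusted p = 0.103 with an estimated correlation). Slc1a5, a glutamine carrier, fell from 13.5 ± 1.32 to 4.73 ± 0.694 TPM, and Slc7a5 from 3.99 ± 0.595 to 1.62 ± 0.317 TPM, while the 1 that rose was Slc43a1, an added gene, by 0.83. Without the 4 transporters shared with the ATF4 list, the remaining 10 no longer passed (adjusted p = 0.212). The glycine transporter gene Slc6a9 fell by 0.55 (limma adjusted p = 0.0232), and it missed the threshold without 0.2 mM replicate 2 (0.0662), without 0.2 mM replicate 3 (0.11) and with no filter (0.0505). Genes of glycine and NMDA receptor subunits stayed under the filter, with 0 measured.

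Genes of pathways that consume glycine were mixed, and not every gene of this list uses glycine itself. Gamt and Gatm, the enzymes of creatine synthesis, rose from 5.04 ± 1.08 to 35.6 ± 3.05 TPM and from 8.83 ± 0.873 to 19.03 ± 1.96 TPM, and Gclm of glutathione synthesis fell from 50.8 ± 3.40 to 30.1 ± 6.51 TPM. Of the 10 measured, 4 rose, 1 fell and 5 did not pass, the same adjusted over the list alone, and the list did not pass (camera adjusted p = 0.145). The others that rose were Fech and the added Alas1, both of heme synthesis, and each was lost with any of 7 libraries left out (up to 0.148 without 0.2 mM replicate 2 for Fech, 0.185 without 0.2 mM replicate 1 for Alas1), and 2 of the list rose with quantile normalization. For the methionine cycle and polyamine genes, 2 of 13 rose, 3 fell and 8 did not pass, the same adjusted over the list alone (camera adjusted p = 0.686), with a median above 0 and a mean below 0. That median was -0.006 with quantile normalization. Oaz1, the antizyme that limits polyamine synthesis, rose from 434 ± 16.3 to 677 ± 36.0 TPM. Sms, which rose by 0.55, missed the threshold with either of 2 libraries left out, Mat2a, which fell by 0.29, with any of 7, and the added Odc1, which fell by 0.34, with any of 8. Each had its highest adjusted p without 0.2 mM replicate 2 (0.0901, 0.164 and 0.149). Of 12 purine synthesis genes, 2 rose, 2 fell and 8 did not pass, the same adjusted over the list alone (camera adjusted p = 0.483), with a median and test below 0 and a mean above 0. Impdh1 rose from 3.09 ± 0.855 to 5.77 ± 0.781 TPM, and Adssl1, the muscle adenylosuccinate synthase, from 6.31 ± 1.57 to 12.6 ± 3.02 TPM, while Adss and Gart fell. The call was lost with either of 2 libraries left out for Adss (up to 0.0899 without 0.2 mM replicate 2) and with any of 5 for Gart (up to 0.136 without 0.2 mM replicate 3). Of 16 pyrimidine synthesis genes, 2 rose, 2 fell and 12 did not pass, with 4 that rose and 2 that fell adjusted over the list alone (camera adjusted p = 0.924), and the test pointed below 0 while median and mean were above it. The median, 0.0226, was -0.0311 with median-ratio scaling and -0.0615 with quantile normalization. It was -0.0110 without ribosomal RNA genes, -0.0198 without the 10 most abundant genes and 0.0272 with length and GC correction. Ctps and Nme2 fell, but not with either of 2 libraries left out for Ctps or any of 5 for Nme2 (up to 0.0932 and 0.156 without 0.2 mM replicate 2). The fixed list for the mTORC1 pathway, with 44 measured, did not pass, with 4 that rose, 8 that fell and 32 that did not pass, the same adjusted over the list alone (camera adjusted p = 0.126). Within it Eif4ebp1, a repressor of translation, fell from 150 ± 4.93 to 92.2 ± 6.07 TPM. Those of the list that rose were the added Mapkap1, Deptor, Pdk1 and Sesn3, by 0.74, 0.55, 0.48 and 0.78. Of these, Mapkap1 encodes a subunit of mTORC2 and Pdk1 pyruvate dehydrogenase kinase 1, so neither stands for mTORC1 itself. Deptor missed the threshold with any of 5 libraries left out and Sesn3 with any of 8 (up to 0.0987 and 0.158 without 0.2 mM replicate 3), and Pdk1 with any of 7 (up to 0.168 without 0.2 mM replicate 2). With quantile normalization 1 of the list rose.

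Cholesterol synthesis genes rose. Fdps (chromosome 3, 89093588 to 89101959) rose from 7.54 ± 0.774 to 72.1 ± 7.51 TPM and Idi1 from 0.307 ± 0.215 to 9.66 ± 1.79 TPM. Of 25 measured targets of the regulator SREBP2, 22 rose, 0 fell and 3 did not pass, and all 25 rose adjusted over the list alone (median log2 fold change 1.22, camera adjusted p = 7.92e-15). In the list of 14 fatty acid synthesis genes, 6 rose, 0 fell and 8 did not pass, with 8 that rose adjusted over the list alone (camera adjusted p = 0.00147, adjusted p = 0.0508 with an estimated correlation). Scd2 rose from 1.28 ± 0.255 to 17.4 ± 1.21 TPM and Acsl3, which activates fatty acids, from 3.09 ± 0.277 to 7.53 ± 1.09 TPM.

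Muscle differentiation genes rose together. Actc1, the cardiac actin also made in young muscle, rose from 277 ± 18.99 to 1619 ± 130 TPM, Acta1, skeletal actin, from 904 ± 118 to 3671 ± 257 TPM, and Tnnt2, a troponin, from 127 ± 8.76 to 516 ± 35.3 TPM. Of 55 measured, 50 rose, 0 fell and 5 did not pass, with 52 that rose adjusted over the list alone (median log2 fold change 1.32, camera adjusted p = 2.03e-29). Myog, the transcription factor that starts differentiation (chromosome 1, 134289989 to 134292548), rose from 247 ± 16.9 to 523 ± 41.2 TPM. Myod1, a determination factor of myoblasts, rose from 35.7 ± 4.55 to 69.3 ± 5.70 TPM. Myf5 rose by 0.51 (limma adjusted p = 0.0116), and missed the threshold without 0.2 mM replicate 2 (0.0517). Pax7, the marker of muscle stem cells, was at 0.712 ± 0.176 and 1.20 ± 0.312 TPM and did not pass (limma adjusted p = 0.13).

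Of 24 satellite cell and myoblast genes, 12 rose, 2 fell and 10 did not pass, with 14 that rose and 2 that fell adjusted over the list alone (camera adjusted p = 0.00356, adjusted p = 0.149 with an estimated correlation). Des, desmin, rose from 104 ± 12.8 to 356 ± 30.5 TPM, and Cd34 from 2.65 ± 0.485 to 7.32 ± 0.942 TPM, while the added Met, a growth factor receptor gene, and Vcam1 fell by 0.81 and 0.40. In the complex that binds dystrophin, 7 of 18 genes rose, 0 fell and 11 did not pass, with 8 that rose adjusted over the list alone (camera adjusted p = 0.0121, adjusted p = 0.117 with an estimated correlation). Dag1, dystroglycan, rose from 7.997 ± 0.786 to 19.4 ± 1.76 TPM. With genes of a mean of at least 5 TPM alone, the dystrophin-associated list no longer passed (adjusted p = 0.112). Nor did it with libraries 1 to 3 of each group, with the library number as a block (0.055) or without it (0.0507). Dmd itself, the gene mutated in this strain, stayed under the filter at 0.903 ± 0.0332 and 0.751 ± 0.325 TPM.

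**Figure D2:**
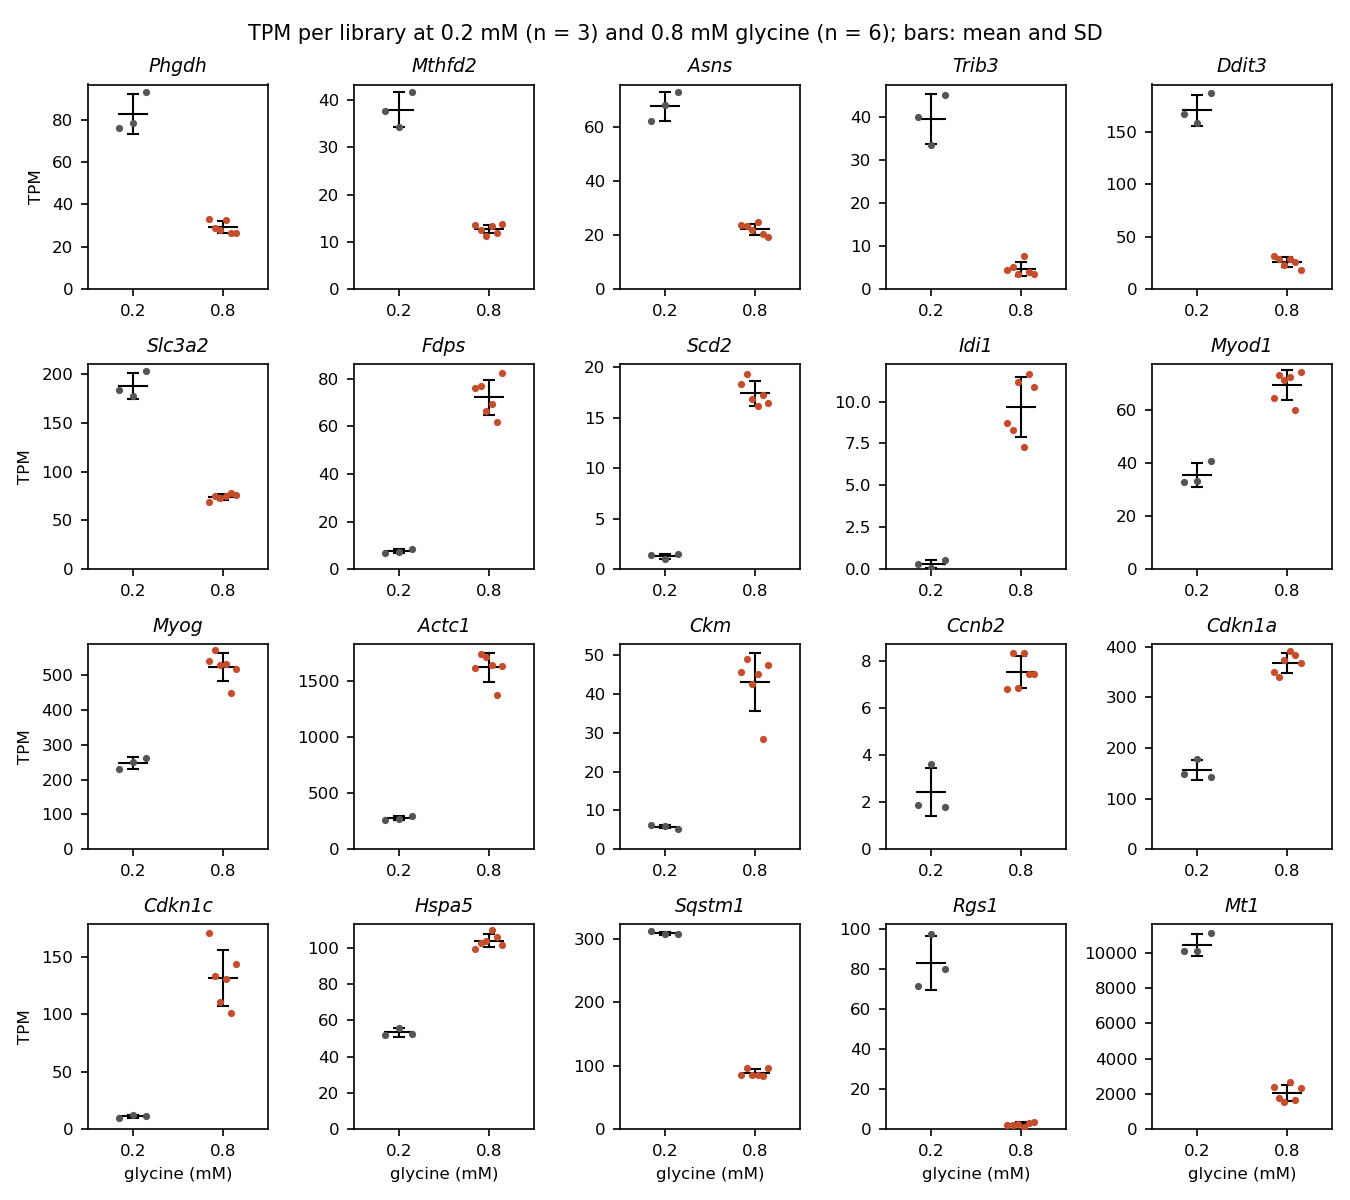
Each panel gives the TPM of 1 gene in each library at 0.2 mM (grey, n = 3) and 0.8 mM glycine (red, n = 6), on axes that start at 0, with the mean and SD as black bars. The libraries of the groups do not overlap in any of the 20 panels, as for Myog at 247 and 523 TPM and Phgdh at 82.5 and 29.4 TPM on average.

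Genes of mitosis rose. Ube2c, which drives exit from mitosis, rose from 8.70 ± 1.26 to 22.9 ± 2.07 TPM, and Ccnb2, a mitotic cyclin, from 2.43 ± 1.03 to 7.55 ± 0.683 TPM. Of 33 measured genes of the G2/M phases, 24 rose, 0 fell and 9 did not pass, with 29 that rose adjusted over the list alone (median log2 fold change 0.71, camera adjusted p = 7.58e-09). Of 33 S phase genes, 3 rose, 1 fell and 29 did not pass, with 3 that rose and 0 that fell adjusted over the list alone, and the list did not pass (camera adjusted p = 0.456), though it did with no filter (0.019). The 1 that fell was Mcm7, whose call was lost with any of 8 libraries left out, with the highest adjusted p without 0.2 mM replicate 1 (0.174). Rrm2, a subunit of ribonucleotide reductase, rose from 2.22 ± 0.183 to 7.48 ± 1.64 TPM, and Ccne1, cyclin E1, from 0.550 ± 0.135 to 1.88 ± 0.630 TPM, with Rrm1 the other that rose. Mki67, a marker of dividing cells, stayed under the filter at 0.410 ± 0.0894 and 0.839 ± 0.223 TPM. Replication-dependent histone genes did not pass as a list of 21 (camera adjusted p = 0.157), with 9 that rose, 3 that fell and 9 that did not pass, and with 11 and 3 adjusted over the list alone. Hist1h1b rose from 1.52 ± 1.18 to 8.39 ± 2.50 TPM and Hist1h1c fell from 27.0 ± 0.769 to 16.8 ± 2.01 TPM, as did Hist1h2bc by 0.56 and the added Hist1h4i by 0.85, the latter not without 0.2 mM replicate 1 (0.0672) or 3 (0.0852) or with no filter (0.065).

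Cyclin-dependent kinase inhibitors and antiproliferative genes were higher as a list of 13, with 5 that rose, 1 that fell and 7 that did not pass (camera adjusted p = 0.011, adjusted p = 0.08 with an estimated correlation), and with 6 that rose and 1 that fell adjusted over the list alone. Cdkn1a, which encodes the inhibitor p21, rose from 156 ± 19.3 to 368 ± 19.8 TPM, while Btg1 fell from 22.5 ± 0.191 to 11.8 ± 1.37 TPM. Gas1 and the added Tob1 and Cdkn2c rose too, by 1.04, 0.88 and 0.40, though Cdkn2c did not pass without 0.2 mM replicate 2 (0.0919) or 3 (0.0557), and stood at 0.25 with length and GC correction (0.1). This list no longer passed with genes of a mean of at least 5 TPM alone (adjusted p = 0.109). Of 22 targets of p53, 3 rose, 6 fell and 13 did not pass, with 3 and 7 adjusted over the list alone (camera adjusted p = 0.137), though it stood below other genes with libraries 1 to 3 of each group alone (0.0449). Cdkn1a and the added Ccng1 and Phlda3 rose, the added genes by 0.76 and 0.41, though Phlda3 stood at 0.20 with length and GC correction (0.0896), and Gadd45a, a DNA damage gene, fell from 155 ± 9.02 to 46.2 ± 8.68 TPM.

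Nuclear-encoded genes of the respiratory chain rose. Of 76 measured, 58 rose, 1 fell and 17 did not pass, the same adjusted over the list alone (median log2 fold change 0.35, camera adjusted p = 3.73e-17). With quantile normalization the median was 0.21, with 42 that rose and 3 that fell, and with length and GC correction 0.24, with 44 and 4. Uqcr11, a subunit of complex III, rose from 349 ± 23.4 to 738 ± 33.7 TPM, and Cox6c of cytochrome oxidase from 1269 ± 48.4 to 2134 ± 55.9 TPM. The 1 that fell was Uqcrq, also of complex III, by 0.50, an added gene. Of 13 mitochondrially encoded genes, 2 rose, 2 fell and 9 did not pass, the same adjusted over the list alone (camera adjusted p = 0.686), and the test pointed above 0 while the mean lay below that of other genes. Here mt-Co3 rose from 375 ± 32.8 to 1010 ± 246 TPM and mt-Cytb fell from 621 ± 42.0 to 507 ± 27.7 TPM, as mt-Nd4 did by 0.41, and mt-Co1 rose by 0.22 but not with median-ratio scaling (0.0804) or quantile normalization (0.194). Of 20 glycolysis genes, 14 rose, 0 fell and 6 did not pass, with 15 that rose adjusted over the list alone (camera adjusted p = 6.22e-08, adjusted p = 0.149 with an estimated correlation). Eno1, an enolase, rose from 460 ± 59.5 to 1375 ± 86.1 TPM, and Slc16a3, a lactate exporter, from 46.0 ± 3.47 to 97.1 ± 3.16 TPM. Of 21 hypoxia response genes, 6 rose, 1 fell and 14 did not pass, with 7 and 1 adjusted over the list alone, and 3 rose with median-ratio scaling. The hypoxia list did not pass (camera adjusted p = 0.15), though it did without 0.2 mM replicate 3 (0.0434) and with no filter (0.0111). Within it P4ha1, a collagen hydroxylase, rose from 22.1 ± 1.76 to 32.4 ± 1.23 TPM, and Adm was the 1 that fell, by 0.52.

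Most genes of cytosolic ribosomal proteins fell, though the call of the list was lost with an estimated correlation. Of 78 measured, 50 fell, 4 rose and 24 did not pass, with 53 that fell and 5 that rose adjusted over the list alone (median log2 fold change -0.19, camera adjusted p = 3.73e-17, adjusted p = 0.155 with an estimated correlation). Rpl23 fell from 3031 ± 56.6 to 2174 ± 58.0 TPM and Rpl30 from 3937 ± 103 to 3144 ± 57.1 TPM. The 4 that rose were the added Rpl7a, Rps2, Rps21 and Rpl41, by 0.15, 0.17, 0.18 and 0.29. With length and GC correction 0 rose and 65 fell, the median was -0.32, and Rpl41 stood at 0.11 (0.0956). Without 0.2 mM replicate 1, Rpl7a and Rps2 missed the threshold (0.0855 and 0.0785), Rps2 also without either of the other libraries at 0.2 mM, and with median-ratio scaling so did Rpl7a, Rps2 and Rps21 (0.197, 0.152 and 0.0748). Rpl7a turned to -0.09 with quantile normalization and Rps2 at -0.01 with length and GC correction. Of 40 ribosome biogenesis genes, 0 rose, 13 fell and 27 did not pass, with 15 that fell adjusted over the list alone (camera adjusted p = 8.87e-06, adjusted p = 0.103 with an estimated correlation). Npm1, nucleophosmin, fell from 312 ± 29.3 to 191 ± 13.1 TPM, and the transcription factor Myc from 10.99 ± 0.876 to 5.33 ± 1.47 TPM.

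More endoplasmic reticulum stress genes rose than fell, with Ddit3 among the falls, though the call of the list was lost with an estimated correlation. Calr, calreticulin, rose from 69.5 ± 3.69 to 241 ± 14.1 TPM and Manf from 26.0 ± 1.60 to 70.9 ± 5.21 TPM. Of 24 endoplasmic reticulum stress genes, 14 rose, 5 fell and 5 did not pass, the same adjusted over the list alone (camera adjusted p = 9.52e-05, adjusted p = 0.08 with an estimated correlation). Beside Ddit3, the added Ern1, Atf6, Sel1l and Herpud1 fell, by 0.95, 0.66, 0.64 and 0.53, though Sel1l did not pass without 0.2 mM replicate 1 (0.118) or 3 (0.0797) or with no filter (0.0647). Of 17 heat shock genes, 9 rose, 2 fell and 6 did not pass, the same adjusted over the list alone (camera adjusted p = 0.0102, adjusted p = 0.149 with an estimated correlation), and the list no longer passed with genes of a mean of at least 5 TPM alone (adjusted p = 0.112). It also missed the threshold with the library number as a block (0.0665). The median log2 fold change of these genes was 0.35, and 0.08 with quantile normalization, where 6 rose and 2 fell. Hspb1 rose from 194 ± 7.04 to 408 ± 21.2 TPM and Cryab from 133 ± 14.9 to 348 ± 32.1 TPM, both small heat shock proteins, while the added Hspd1 and Hspe1, which form the mitochondrial chaperonin, fell by 0.44 and 0.33.

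Members of the NRF2 and lysosome lists fell, and both calls were lost with an estimated correlation. Ftl1, the ferritin light chain, fell from 9222 ± 72.1 to 4679 ± 162 TPM, and Gsto1, a glutathione transferase, from 124 ± 5.14 to 41.9 ± 4.00 TPM. Of 26 genes of the NRF2 antioxidant response and glutathione, 2 rose, 10 fell and 14 did not pass, with 3 and 10 adjusted over the list alone (camera adjusted p = 0.00283, adjusted p = 0.165 with an estimated correlation), and the 2 that rose were Txn1 and the added Gstm2, by 0.34 and 0.57. Sqstm1, the autophagy receptor p62, fell from 309 ± 2.42 to 88.7 ± 5.66 TPM, and the lysosomal protease Ctsb from 498 ± 47.0 to 244 ± 10.4 TPM. Of 42 lysosome and autophagy genes, 1 rose, 22 fell and 19 did not pass, the same adjusted over the list alone (camera adjusted p = 6.32e-10, adjusted p = 0.08 with an estimated correlation), and the 1 that rose was the added Wipi1, by 0.72. Of 20 immediate early genes, 1 rose, 4 fell and 15 did not pass, the same adjusted over the list alone (camera adjusted p = 0.51), with a median above 0 and a mean below 0. That median was -0.036 with length and GC correction, where 1 rose and 5 fell. Atf3 fell from 24.7 ± 1.3 to 6.56 ± 0.660 TPM and Nr4a1 rose from 0.610 ± 0.227 to 2.72 ± 1.01 TPM. Klf6 and the added Ier2 fell by 0.56 and 0.39, but not without 0.2 mM replicate 2 for Klf6 (0.0757) or without 0.2 mM replicate 1 (0.0783) or 3 (0.113) for Ier2.

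Interferon response genes mostly fell, though the call of their list was lost with an estimated correlation. Of 33 measured, 0 rose, 19 fell and 14 did not pass, with 1 that rose and 20 that fell adjusted over the list alone (median log2 fold change -0.48, camera adjusted p = 5.36e-09, adjusted p = 0.149 with an estimated correlation). B2m, the light chain of MHC class I, fell from 10338 ± 387 to 6881 ± 315 TPM, and Cxcl10, an interferon-induced chemokine, from 592 ± 101 to 314 ± 39.2 TPM. Of 30 inflammatory cytokine and NF-kB genes, 3 rose, 8 fell and 19 did not pass, with 5 and 9 adjusted over the list alone, and the list did not pass (camera adjusted p = 0.145), though it stood below other genes without 0.2 mM replicate 1 (0.0275). Il1b, the interleukin-1 beta gene, rose from 451 ± 30.1 to 1021 ± 123 TPM and Nos2, inducible nitric oxide synthase, from 2.00 ± 0.163 to 11.5 ± 2.97 TPM, while the chemokine gene Ccl7 fell from 4789 ± 279 to 3119 ± 224 TPM, and the added Ccl5 rose by 0.75.

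Markers of other cell types moved with the glycine level alongside the muscle, matrix and lysosomal genes. Of 23 macrophage and leukocyte markers, 4 rose, 6 fell and 13 did not pass, with 5 and 8 adjusted over the list alone (camera adjusted p = 0.124, and 0.0471, below other genes, with those of a mean of at least 5 TPM), and 4 rose and 10 fell with length and GC correction. Cd68 fell from 182 ± 13.6 to 57.6 ± 2.38 TPM and Ctss from 387 ± 18.0 to 222 ± 9.12 TPM, while Cd14 rose from 24.5 ± 1.04 to 59.8 ± 10.4 TPM, as did the added Lyz2, Itgam and Tyrobp by 0.77, 0.57 and 0.41, Tyrobp not with quantile normalization (0.0906). Of 22 markers of fibroblasts and fibro-adipogenic progenitors, 14 rose, 0 fell and 8 did not pass, with 15 that rose adjusted over the list alone (camera adjusted p = 2.45e-07, adjusted p = 0.08 with an estimated correlation). Ly6a rose from 313 ± 19.6 to 901 ± 37.1 TPM, and 8 members stand in another list too. Of the 16 markers of pericytes and smooth muscle, 8 were measured, of which 6 rose, 0 fell and 2 did not pass, the same adjusted over the list alone (median log2 fold change 1.41, camera adjusted p = 1.23e-05). Members under the filter included Myh11, Cnn1 and Rgs5, with highest values of 0.0650, 0.178 and 0.404 TPM. Which cells the measured markers came from was not tested, so the rises do not show a larger share of pericytes or smooth muscle. Acta2, smooth muscle actin, rose from 412 ± 24.5 to 1301 ± 88.2 TPM and Tagln, transgelin, from 3.02 ± 0.584 to 21.3 ± 2.50 TPM, and Des is shared with the satellite cell list.

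Of 9 endothelial markers, 7 rose, 0 fell and 2 did not pass, the same adjusted over the list alone (camera adjusted p = 0.00674, adjusted p = 0.105 with an estimated correlation). Levels were low for some, as for Pecam1 at 0.885 ± 0.0307 and 2.12 ± 0.255 TPM, and higher for Cldn5 at 7.49 ± 0.533 and 13.2 ± 2.64 TPM. With quantile normalization 5 of these markers rose and 0 fell, and with length and GC correction 5 rose and 1 fell. Of 5 adipocyte markers, 1 rose, 1 fell and 3 did not pass, the same adjusted over the list alone (camera adjusted p = 0.3). Fabp4 rose from 13.7 ± 0.901 to 29.4 ± 4.36 TPM and Cd36 fell from 16.8 ± 2.07 to 5.79 ± 1.10 TPM. Of the Schwann cell markers, 2 were measured, too few for the list test, and Pmp22 fell from 46.7 ± 4.61 to 24.9 ± 2.41 TPM. No erythroid marker passed the filter, with 0 measured. Of 48 extracellular matrix genes, 23 rose, 2 fell and 23 did not pass, with 24 and 5 adjusted over the list alone and 7 that fell with quantile normalization (camera adjusted p = 0.00107, adjusted p = 0.264 with an estimated correlation). Lum, lumican, rose from 6.24 ± 1.03 to 19.7 ± 2.24 TPM and Postn, periostin, from 28.8 ± 3.67 to 57.3 ± 4.52 TPM, while the added Thbs2 and Fn1, fibronectin, fell by 0.83 and 0.68, Fn1 not without 0.2 mM replicate 3 (0.0687).

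**Figure D3:**
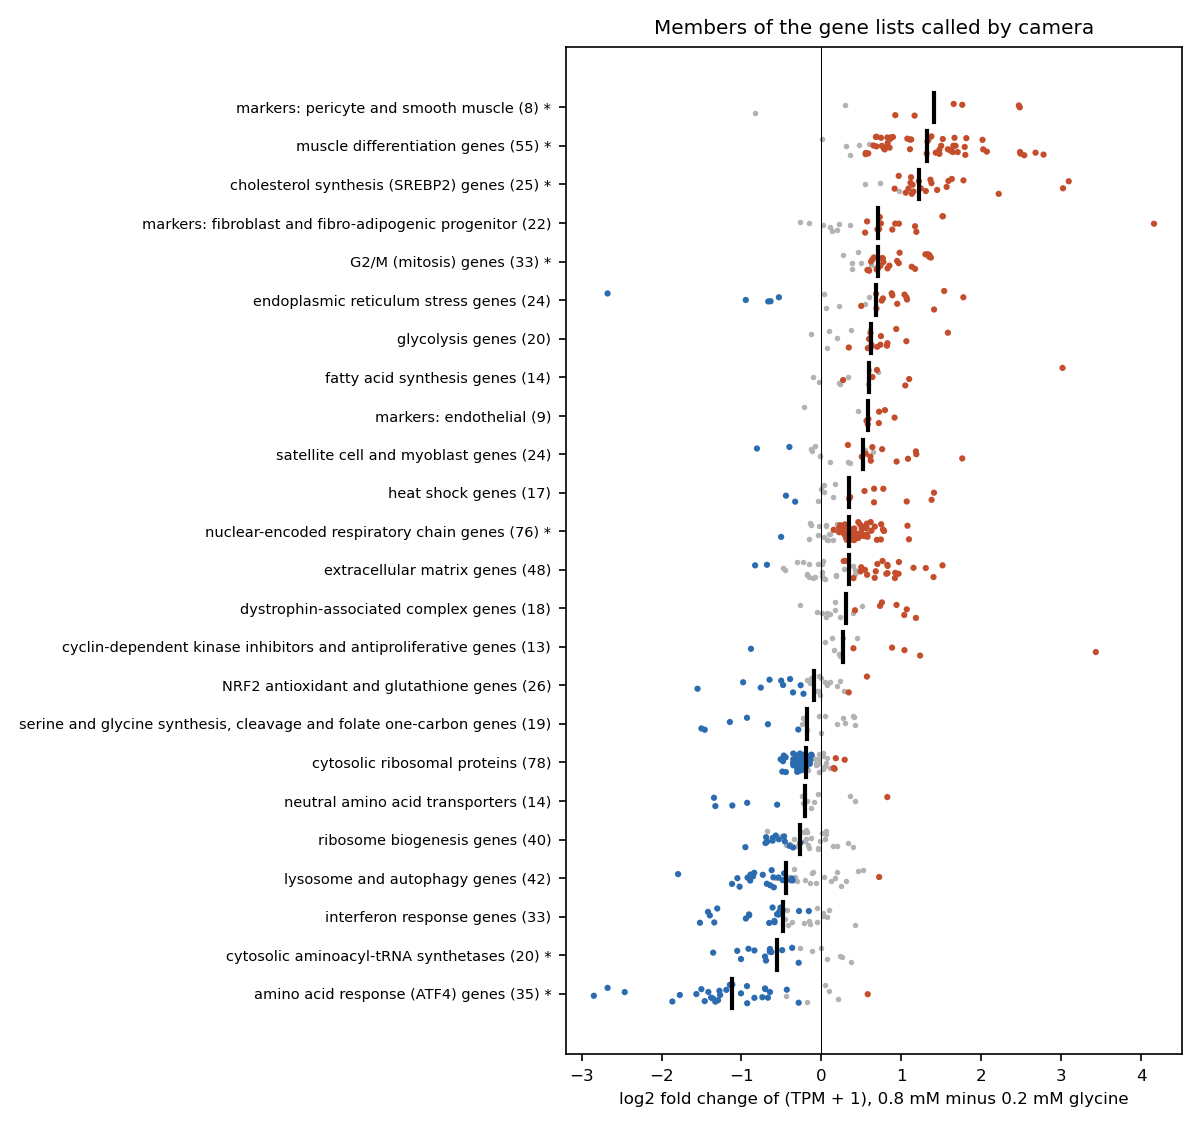
Each point is a measured member of 1 of the 24 lists that passed camera, with its log2 fold change of (TPM + 1), 0.8 mM minus 0.2 mM glycine, on the horizontal axis, in red where it rose, blue where it fell and grey where it did not pass. Black bars are list medians, from 1.41 for pericyte and smooth muscle markers to -1.11 for ATF4 genes, the number measured is in parentheses, the vertical spread within a list has no meaning, and an asterisk marks the 7 lists that also passed with an estimated correlation.

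In all, 24 of 38 lists passed camera, 15 above and 9 below other genes, and 7 of them held with an estimated correlation. Those were the ATF4, tRNA synthetase, cholesterol, G2/M, muscle differentiation, respiratory chain, and pericyte and smooth muscle lists. Of the genes that passed, 63.1% rose, a share that was 49.8% after quantile normalization and 49.8% after correction for length and GC content, so the balance of rises and falls depends on the scaling. Strand use is not given, so values are uncertain for genes that share exon sequence with a gene on the other strand, such as Ube2c with Tnnc2, Shmt2 with Ndufa4l2, Ddit3 with Mars, Ctsb with Fdft1, Gapdh with Iffo1, Cryab with Hspb2 and Mcm7 with Cops6. S100a4 and Fdps overlap predicted genes on the same strand and mt-Co3 overlaps mt-Atp6. Ribosomal protein, ferritin, histone and actin genes have close copies or pseudogenes between which reads can be split, so their single values are also uncertain.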

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

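The tests of a batch and of a macrophage share were chosen only after the results they bear on were seen. The tests without the 10 most abundant genes and with length and GC correction were chosen only after the data were seen. Lyz2, Itgam and Tyrobp were also picked out after their values were seen.

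In the 6 libraries at 0.8 mM glycine, 1 library stood apart from the other 5 for 3 of the 42 values examined, where chance gives about 1 in 20. Ckm was at 28.3 TPM in replicate 5, where the nearest other library had 42.5 TPM. Il7r was at 5.76 TPM in replicate 2, with the nearest at 2.36 TPM. Gldc was at 0.273 TPM in replicate 3, with the nearest at 0.0975 TPM. Each of these libraries was still on its group's side for Ckm and Il7r, and Gldc was under the filter for tested genes.

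The number of genes that differed between the glycine levels was set against chance and 3 technical explanations. Chance differences between single libraries are argued against, since 1 of the 84 splits of the 9 libraries into 3 and 6, the real one, gave as many as 2669 genes, and the highest of the others gave 9. The splits cannot exclude a chance difference between cultures, because the labels do not say whether the libraries of a group came from separate cultures. A shift of all TPM by a few very abundant RNAs is argued against as the whole cause, since 93.3% of the genes passed in the same direction without the 10 most abundant genes, and so is a bias of transcript length or GC content, since 87.1% did so after its correction. A batch cannot be told apart from glycine, because 0 of the library series named in the labels hold both levels. That batch, a chance difference between cultures and an effect of glycine all stay open.

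Lysosome and autophagy genes stood lower at 0.8 mM, with 22 of 42 that fell (adjusted p = 0.08 with an estimated correlation), and so did the macrophage genes Cd68 and Ctss. A smaller share of macrophages would lower their transcripts alike, yet 4 of 23 macrophage and leukocyte markers rose, by 1.24 for Cd14, 0.77 for Lyz2, 0.57 for Itgam and 0.41 for Tyrobp on the log2 scale. Itgam missed the threshold with the library number as a block (0.0591). With quantile normalization 3 rose and 9 fell, with Tyrobp at 0.21 (0.0906), and with length and GC correction 4 rose and 10 fell. These rises argue against a smaller share as the whole cause, although the marker list stood below other genes when limited to a mean of at least 5 TPM (adjusted p = 0.0471). A smaller share as part of the cause, a change in the state of such cells, a change within the myoblasts and a batch stay open.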

How the results depend on the processing

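The settings without ribosomal RNA genes, without the 10 most abundant genes, with length and GC correction, without ATF4 genes and with 6 libraries but no block were chosen only after the data were seen. Over all settings of the test, the number of genes that passed lay between 1782 and 2784, against 2669. Leaving out 1 library gave between 2032 and 2573 genes and 24 or 25 lists. Also asking for 1.5-fold left 1636 genes, 1121 upward and 515 downward, as a stricter threshold must. Lists passing camera numbered 7 with an estimated correlation, against 24. The fatty acid and cyclin-dependent kinase inhibitor lists were lost with estimated correlations of 0.00873 and -0.0518, under the preset 0.01. A higher correlation between members therefore cannot be why those lists were lost. The other lists lost had estimated correlations of at least 0.0281, and the cause of their loss was not tested. With fry 33 lists passed, but fry asks whether a list changed at all and not whether it differs from other genes. Its count is therefore not comparable with those of camera. With a mean of at least 5 TPM, 2004 of 4470 genes and 19 lists passed, 18 of them among the 24, and fewer genes and members were then tested. Counted over the settings that change the values or the gene test, 4725 values of single genes stayed on their side of the threshold, 201 no longer passed, 6 newly passed and 10 reversed, and of those of lists 885 stayed, 7 no longer passed, 7 newly passed and 8 reversed. These counts leave out the 17 lists lost with an estimated correlation, and the transporter, fatty acid and endothelial lists, which had too few members at a mean of at least 5 TPM. Among genes named by the rule, Mcm7, Fech, Mat2a, Nme2 and Gart, with adjusted p-values between 0.0329 and 0.0468, were lost most often. Fth1 held the same rank in every library, so its change was 0 under quantile normalization by construction.

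Rises made up 63.1% of the genes that passed, and 54.3% with median-ratio scaling, 49.8% after quantile normalization (1324 rose, 1335 fell) and 49.8% with length and GC correction (1346 rose, 1356 fell). Quantile normalization and that correction shifted the median of the tested genes by -0.084 on the log2 scale. Values with length and GC correction therefore include this shift. Its part in the lower share of rises and in lowered single genes was not separated from that of length or GC content. All 24 lists still passed under each of these settings.

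The mean log2 fold change minus that of other genes reversed for lists that passed in no setting. For mitochondrially encoded genes it was -0.0057, and 0.0525 with length and GC correction, 0.0364 with no filter, 0.0191 at a mean of at least 5 TPM and between -0.108 and 0.105 with 1 library left out. For pyrimidine synthesis it was 0.05, and -0.0069 at a mean of at least 5 TPM. The log2 fold change of Cxcl5, which passed in no setting, was 0.0333, and -0.0371 with median-ratio scaling, -0.0111 with quantile normalization, -0.0446 with 6 libraries with and without the block, -0.0051 without ribosomal RNA genes, -0.00858 without the 10 most abundant genes and between -0.033 and 0.127 with 1 library left out. That of Rpl7a was 0.155, and -0.0872 with quantile normalization, and that of Rps2 was 0.166, and -0.0101 with length and GC correction. The cause was not tested.

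Libraries 1 to 3 of both groups are known to share only a number. The correlations of same-numbered libraries' deviations from their group means were 0.0229, 0.03 and 0.0812, and not every library correlated best with its own number. With so few pairs, these weak values cannot exclude a pairing. With the number as a block, the 6 libraries gave 1782 genes, 1648 of them among the 2669, and 22 lists, 21 of them among the 24. The one-carbon, heat shock and dystrophin-associated lists missed the threshold with the block (adjusted p = 0.0665, 0.0665 and 0.055). Without it the same 6 libraries gave 2066 genes and 24 lists, 23 of them among the 24, since the dystrophin-associated list missed the threshold (0.0507) and that of p53 targets passed (0.0449, and 0.0446 with the block). Of the single genes, 31 missed it with the block (adjusted p between 0.0531 and 0.28) and Ccl2 passed (0.0499). Those lost include Impdh1 (0.0891), Ccne1 (0.0627), Rrm1 (0.0626), Atf6 (0.0531), Herpud1 (0.0666), Hspd1 (0.0551), Vcam1 (0.0756), Itgam (0.0591), Phlda3 (0.0539) and Cdkn2c (0.147), and most genes whose call was also lost with 1 library left out. The depth is unknown, so what it limits cannot be given.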

Other observations

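The test of endoplasmic reticulum stress was chosen only after the result was seen, and the genes of this part, apart from those named by the rule, were picked out after their values were seen.

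Some of the most abundant inflammatory transcripts did not pass, in cultures named as myoblasts. Saa3, an acute-phase protein gene, was at 64646 ± 5595 TPM at 0.2 mM and 72570 ± 6343 TPM at 0.8 mM (limma adjusted p = 0.133), which made it the most abundant messenger RNA of the series. The chemokine gene Ccl2 was at 10837 ± 697 and 9685 ± 772 TPM (limma adjusted p = 0.101), and Cxcl5 at 2789 ± 331 and 2862 ± 374 TPM (limma adjusted p = 0.858). Ccl2 did fall with median-ratio scaling (0.0457), with length and GC correction (0.0409), without ribosomal RNA genes (0.0247), without the 10 most abundant genes (0.0291) and with libraries 1 to 3 of each group (0.0368). Other cytokine genes moved apart: Tnf fell from 98.5 ± 21.9 to 36.1 ± 9.07 TPM, while Ccl5 rose from 1141 ± 96.5 to 1953 ± 394 TPM. Leukocyte transcripts were plentiful at both levels, as for Lyz2, the lysozyme gene of macrophages, which rose from 588 ± 30.6 to 1013 ± 153 TPM.

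Genes outside the fixed lists moved strongly as well. Crip1, a LIM-domain protein gene, rose from 882 ± 24.3 to 4606 ± 185 TPM with the smallest p of all genes (limma adjusted p = 1.5e-10). S100a6, a neighbour of S100a4, rose from 2939 ± 74.5 to 6627 ± 331 TPM. The imprinted genes H19 and Igf2 rose from 57.0 ± 8.72 to 143 ± 8.65 TPM and from 20.99 ± 2.57 to 54.7 ± 2.25 TPM, as did the imprinted Cdkn1c. Mt2 fell with Mt1, from 12405 ± 110 to 4171 ± 731 TPM. Lgals3, galectin 3, fell from 866 ± 19.5 to 324 ± 19.9 TPM, and Hilpda, a lipid droplet protein gene, fell with Plin2 from 92.3 ± 8.90 to 37.5 ± 5.49 TPM. Of the muscle forms of cytochrome oxidase subunits, Cox7a1 rose from 3.73 ± 1.55 to 23.0 ± 3.38 TPM and Cox6a2, which overlaps Itgad on the other strand, fell from 139 ± 3.55 to 48.2 ± 4.21 TPM. Ndufa4l2, whose exon sequence overlaps that of Shmt2, rose from 26.3 ± 3.06 to 134 ± 12.4 TPM while Shmt2 fell.

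A hypothesis for the lower ATF4 genes at 0.8 mM is relief of endoplasmic reticulum stress, which would lower the chaperones of that compartment too. The median log2 fold change of 14 chaperone and folding genes was 0.92, and 11 of them rose and 0 fell. These 14 were split off a fixed list after its values were seen and hold none of its members that fell. Their count is therefore not an independent test. The fixed list of 24 endoplasmic reticulum stress genes that holds them was mixed, with 14 that rose and 5 that fell (Ddit3, Ern1, Atf6, Sel1l and Herpud1). The rises in that list argue against such relief as the whole cause, though its call was lost with an estimated correlation (camera adjusted p = 0.08). Such relief as part of the cause stays open. Amino acid supply, which the design varies, and a batch may each account for the ATF4 pattern, and no test of these data separates them.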
